A study of Mus musculus with 22 samples.

How the data were processed

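RNA was measured in a mouse embryonic stem cell line from which Dux had been knocked out. Each line carried a doxycycline-inducible transgene coding for mCherry, a red fluorescent protein, either alone or joined to DUX or to a DUX derivative. DUX is a double-homeodomain transcription factor that switches on genes of the 2-cell embryo. Per the labels' protocols, cells were plated, left for 24 hours and given doxycycline at 0.25 ug/mL for 12 hours. Libraries were made from 500 ng of total RNA with a stranded, poly(A)-selecting Illumina kit. The series lists 22 samples in 11 groups of 2 replicates. The columns used here hold 20 libraries of 10 groups. C3del14, the remaining group, was not analysed here.

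Group names follow the labels. FL is full-length DUX, and mCherry is the tag alone. The labels do not spell out the other parts of the names, which are written here as C1 to C5, 14, del for a deleted part, and the chimeras C1C3a, C1C3b and C1C3c. The column headings write the number 14 as 14aa. What distinguishes a, b and c is not stated in the labels.

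The deposited values are a signal in the sense of read counts per gene divided by 1 size factor per library, per the file headers and the values themselves. Every value was a whole multiple of 1 step in its column (100% of 1220714 values), and the step factors equalled median-of-ratios size factors computed from the same columns. Dividing by the step therefore gave whole reads. The authors' aligner, counting program, genome build, annotation and treatment of reads that match several genes are not stated in the labels. The columns came in 2 tables, which the authors scaled separately. The chimera table holds 14 libraries of 7 groups: FL, C3+14, C1C3a, C1C3b, C1C3c, C1+14 and mCherry. The deletion table holds 8 libraries of 4 groups: FL, C12345del14, delC12345+14 and delC12345del14. The FL libraries are the same in both, since their read counts differed at 0 genes. Groups were tested only within a table, so no construct of the deletion table other than FL was set against mCherry. Both tables list 55487 Ensembl gene identifiers, of which 55141 (99.4%) had a symbol in GENCODE M21 (GRCm38). Coordinates are from that annotation. No repeat-element features were used here.

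Library totals ran from 21059953 to 32543856 reads in the chimera table and from 27326760 to 40448890 in the deletion table. A gene with 0 reads in a library is compatible with up to 3 reads, and a group with 3 reads or fewer in both libraries was treated as being at that floor. A fold against such a group was computed against the floor and is given as "at least". Reads without molecular identifiers are not independent molecules, so these floors cover counting error only. Replicates were compared by a chi-square test of their reads over genes. The statistic per gene was between 3.59 and 89.3, so no pair was a duplicated library and all were kept as replicates.

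The main test was limma (version 3.58.1, R 4.3.3) on log2(value + 1), with lmFit and eBayes with a trend. Genes with a value of at least 10 in at least 2 libraries were tested: 21584 genes in the chimera table and 19833 in the deletion table. All groups of a table shared 1 estimate of the spread, because 2 replicates per group give few degrees of freedom alone. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1. Fold changes are on the log2(value + 1) scale, which understates the change of low genes. The tests had been planned for normalized values, with count tests on recovered reads as alternatives. With 2 replicates against 2, an exact permutation test of a single value cannot give a p below 0.333, so such values are given with their SD and no test.

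The DUX-induced set is the genes called higher in FL than in mCherry. For each library the median over the set of the log2 difference from the mean of the mCherry libraries was taken, and the set's level was also expressed as a percent of FL. A list of 41 genes of the 2-cell embryo and a list of 20 pluripotency genes were written from general knowledge. All 41 and 20 symbols were found and tested. The lists were tested with limma's camera at a preset inter-gene correlation of 0.01, with fry and with an estimated correlation beside it, and the 12 p-values were adjusted together. To see what shared control libraries alone produce, groups of 2 unchanged libraries were simulated 20 times against the mCherry libraries.

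Named genes were fixed by rule. They are the Dux genes, 6 genes of the 2-cell list and 4 of the pluripotency list, and for each comparison up to 3 genes higher and 3 lower. The latter have the largest fold change among called genes with a mean of at least 50 in the higher group and no overlap between the groups' libraries. Not every gene that meets the rule is reported here. The comparisons, the lists, the rule and most alternatives were chosen before the data were examined. Comparisons of FL with delC12345+14, of C12345del14 with delC12345del14 and the difference between FL versus C12345del14 and delC12345+14 versus delC12345del14 were added after seeing which groups each table holds. Planned comparisons with C3del14, of the other deletion constructs with mCherry, and of C3+14 or C1+14 with delC12345+14 could not be fitted within a table.

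Alternatives tried were pseudocounts of 0.1 and 8, no filter or a minimum value of 50, scaling to the 75th percentile, quantile normalization, a fit of only the groups compared, the replicate number as a block, leaving out each replicate, edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0 on the recovered reads. After seeing the data, 4 more were added: removal of genes with shared sequence, removal of genes that differ between 2 kinds of libraries described in the report, a term for that kind, and removal of each library's trend with GC content (lowess, span 0.3). Shared sequence was measured on GENCODE M21 transcripts as the percent of a gene's 50-mers, sampled 1 in 8, that another gene also holds. Genes at 10% or more are called shared here, and they made up 4910 (22.7%) of the genes tested in the chimera table. GC content was that of the longest transcript and was known for 99.6% of the genes tested there.

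The scripts were tested on simulated counts drawn from the means and library sizes of the real libraries. Of 200 genes changed 4-fold among 21133 genes tested, limma called 92.5% with 2 false calls, and edgeR 98.0% with 1 false call. The changed genes were drawn from those with a mean of at least 50 in mCherry. The simulated spread followed its trend with level, so recovery of lower or more variable genes was not tested. With no gene changed, limma called 0 and edgeR 0 of the same number of genes. Scripts for reading the tables and drawing used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.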

Results

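Poly(A) RNA was sequenced from Dux knockout mouse embryonic stem cells in which doxycycline had induced mCherry-tagged DUX, 1 of its derivatives or mCherry alone. The 20 libraries analysed fall into 10 groups of 2 replicates. Library totals were between 21059953 and 40448890 reads, and 1 read corresponds to between 0.620 and 1.81 normalised reads, depending on the library. FL had 32168300 and 31391063 reads, mCherry 31203170 and 23949774, C3+14 21059953 and 22052011, C1C3a 32543856 and 29559780, C1C3b 25233577 and 23251986, C1C3c 24282801 and 26166292, and C1+14 24051548 and 28635782. C12345del14 had 34777449 and 40448890, delC12345+14 32812102 and 30568702, and delC12345del14 27326760 and 28846276. Replicates correlated on the log2 scale across genes with Pearson's r from 0.962 for FL in the deletion table to 0.993 for mCherry. FL replicates differed over 2-fold at 3444 of the 19833 genes tested in the deletion table, the most of its 4 groups. Genes are not independent replicates, so these values only describe the libraries.

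The targeted locus was examined first. Duxf3 (ENSMUSG00000075046, chromosome 10, 58229979 to 58232675, minus strand, GRCm38) and Gm4981 (ENSMUSG00000075045, chromosome 10, 58234848 to 58236701) had 0 reads in each of the 20 libraries, so neither gene checks the labels. The tables used here have no mCherry gene. The paralog Duxbl1 (ENSMUSG00000048502, chromosome 14, 25978577 to 25990088) rose from 10.9 ± 0.421 normalised reads in mCherry to 2129 ± 166 in FL (SD, n = 2), a log2 fold change of 7.49 (SE 0.33, limma with Benjamini-Hochberg adjustment, adjusted p 4.31e-10). Of its sampled 50-mers 92.3% also occur in other genes, so its level is uncertain.

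A difference between libraries in the reads of high-copy genes bears on comparisons between the 2 kinds of library. The share of reads in 1636 high-copy genes, those with at least 50% shared 50-mers that lie in 20 or more genes, separated the libraries into 2 kinds without intermediate values. Type A libraries had between 1.65% and 2.55% of reads there. Type B libraries had between 0.295% and 0.418%. Both replicates of FL, C12345del14, C1C3a, C1C3b, C1C3c and C1+14 were type A, and both of C3+14 and mCherry were type B. The constructs delC12345+14 and delC12345del14 each had 1 library of each type, replicate 1 of the former and replicate 2 of the latter being type A. Within these constructs 510 genes differed at least 4-fold the same way between types, 470 of them higher in type A. In the chimera table type and group are confounded except for comparisons between groups of one type, such as C3+14 with mCherry, the C1C3 chimeras with C1+14, or C12345del14 with FL in the deletion table.

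**Figure D1:**
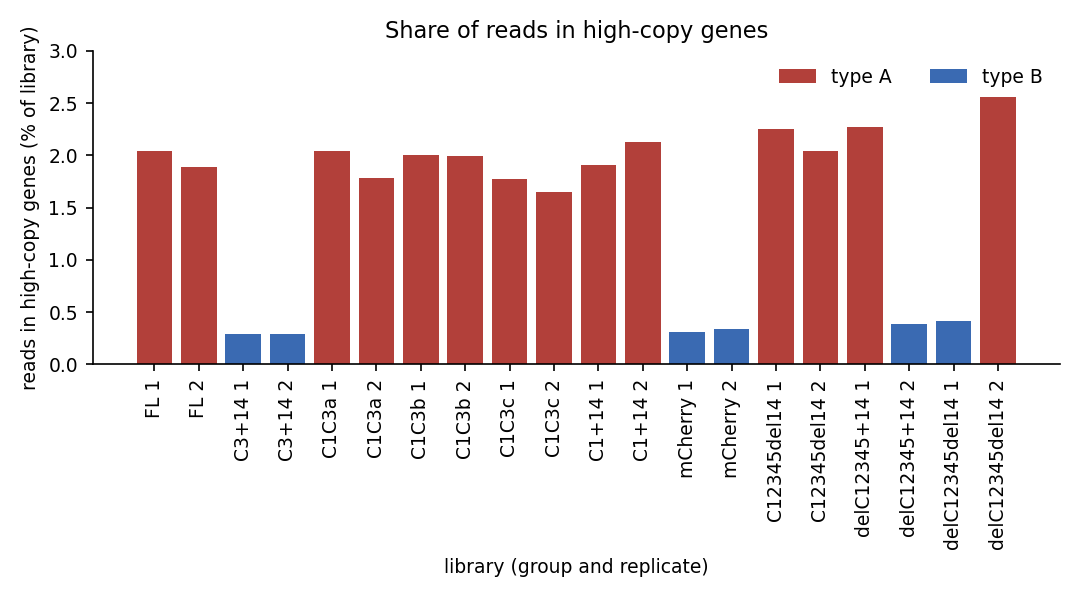
Percent of each library's reads that lie in 1636 high-copy genes, with 1 bar per library and the 2 kinds of library in separate colours. Type A libraries reach from 1.65% to 2.55% and type B libraries from 0.295% to 0.418%.

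FL was compared with mCherry to ask which genes respond to DUX. Of 21584 genes tested, limma called 9531, of which 5290 were higher in FL and 4241 lower. Leaving out 1 replicate at a time, between 8832 and 9393 of them kept a difference of at least 2-fold in the same direction. The alternative that moved the number of calls most was leaving out genes with shared sequence, which gave 6388 calls and lowered the percent that were higher from 55.5% to 41.6%. Quantile normalization lowered that percent to 41.2%. The 3 genes with the largest increase, Gm21293, Gm20765 and Gm21312, belong to an array of 7 near-identical genes on chromosome 10 (104142987 to 104196522). Gm21293 (ENSMUSG00000091779) had 1014275 and 629171 reads in the FL libraries and 0 in both mCherry libraries, at least 492726-fold higher. The array held 19.2% and 12.3% of all counted reads of the FL libraries. These percents may count the same reads repeatedly. Gm21293, Gm20765 and Gm21312 each had 1 and 2 reads in the C1+14 libraries, as if 1 read was counted at each gene. Library totals may include such repeats too. Since 96.1% of the 50-mers of Gm21293 are shared and Gm6763 overlaps it, the genes of the array cannot be read separately.

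Among genes chosen in advance, Zscan4c (ENSMUSG00000054272, chromosome 7, 11005745 to 11010547) had 575540 and 390885 reads in FL and 0 in mCherry, and 86.8% of its 50-mers are shared. Zfp352 (ENSMUSG00000070902, chromosome 4, 90218820 to 90225702), with 7.59% of 50-mers shared, had 5283 and 3893 reads in FL and 0 in mCherry, at least 2727-fold higher. Its log2 fold change was 12.55 (SE 0.40, adjusted p 1.71e-11 by limma). Zscan4d, Tcstv1, Tcstv3 and Usp17lc were likewise called, at least 143376-, 903-, 13282- and 8170.3-fold higher, and share 54.9%, 13.7%, 31.7% and 50.5% of their 50-mers. Of the pluripotency genes, Sox2 fell by 2.82 on the log2 scale (SE 0.28, limma adjusted p 1.62e-06), Zfp42 by 2.10 (SE 0.21, 2.03e-06) and Nanog went from 16060.5 ± 217 to 5821 ± 1741 normalised reads (SD, n = 2; limma adjusted p 1.47e-04). Pou5f1 was not called, with a log2 fold change of 0.68 (SE 0.15), and quantile normalization turned it to -0.43. The genes with the largest decreases were Gm18363, Cps1 (ENSMUSG00000025991) and Mir124a-1hg, at -7.27, -7.18 and -6.19. In Gm18363 the FL libraries had 0 and 30 reads. Cps1 went from 3813 ± 0.472 normalised reads in mCherry to 27.5 ± 15.3 in FL (SD, n = 2).

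The C3+14 libraries are of the same type as the mCherry libraries. limma called 10205 genes between them, 6391 higher and 3814 lower in C3+14, and quantile normalization changed the percent higher from 62.6% to 42.4%. Zscan4f, Zscan4c and Zscan4-ps2 had the largest increases and share 84.8%, 86.8% and 91.3% of their 50-mers with other genes. The largest decreases were those of Mir124a-1hg, Ahnak2 and Syde1, which had at most 2 reads in any C3+14 library and were at least 47.8-, 62.2- and 47.1-fold lower. Zfp352 had 16868 and 18932 reads. Nanog fell by 1.21 (SE 0.24, limma adjusted p 7.52e-04), from 16060.5 ± 217 to 6948 ± 211 normalised reads (SD, n = 2).

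C1+14 differed from mCherry at 3953 genes, 2668 higher and 1285 lower. Of these, 34.2% have shared sequence and 430 are among the genes that differ between types. Without genes that have shared sequence there were 2545 calls. Zscan4c had 9 and 3 reads, against 575540 and 390885 in FL. Gm6316, Gm5507 and Gm48348 rose most, all processed pseudogenes. The 50-mers of Gm6316 and Gm5507 were 50.8% and 48.5% shared, and those of Gm48348 0%, and all 3 also differ at least 4-fold between type A and type B libraries of one construct, so their rise is uncertain. Hs3st2, Gm12180 and Krt13 fell most, with at most 2 reads in any C1+14 library, at least 46.2-, 26.3- and 29.1-fold lower. Type and construct are confounded here.

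The chimeras C1C3a, C1C3b and C1C3c were compared with mCherry, with C1+14 and with C3+14, since their names combine C1 and C3. Against mCherry, limma called 10020 genes in C1C3a (5914 higher), 9650 in C1C3b (5955 higher) and 6221 in C1C3c (3958 higher). Quantile normalization changed the percent higher from 59.0% to 41.0% in C1C3a and from 61.7% to 47.8% in C1C3b. Zscan4c had 158416 and 182654 reads in C1C3a, 12988 and 7952 in C1C3b, and 797 and 760 in C1C3c. Zfp352 had 20714 and 20809 reads in C1C3a and 63 and 30 in C1C3b. Nanog fell by 3.77 in C1C3b (SE 0.24, limma adjusted p 4.74e-08), to 1179.9 ± 182 normalised reads (SD, n = 2), whereas in C1C3a its log2 fold change of -0.84 was short of the threshold. Gene Mir124a-1hg had 0 reads in both C1C3a and both C1C3b libraries. In C1C3b, Usp17le was the gene that rose most, at least 8371-fold with 25.9% of 50-mers shared, and Gjb5 and Cldn4 had log2 fold changes of -7.63 and -7.41.

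**Figure D2:**
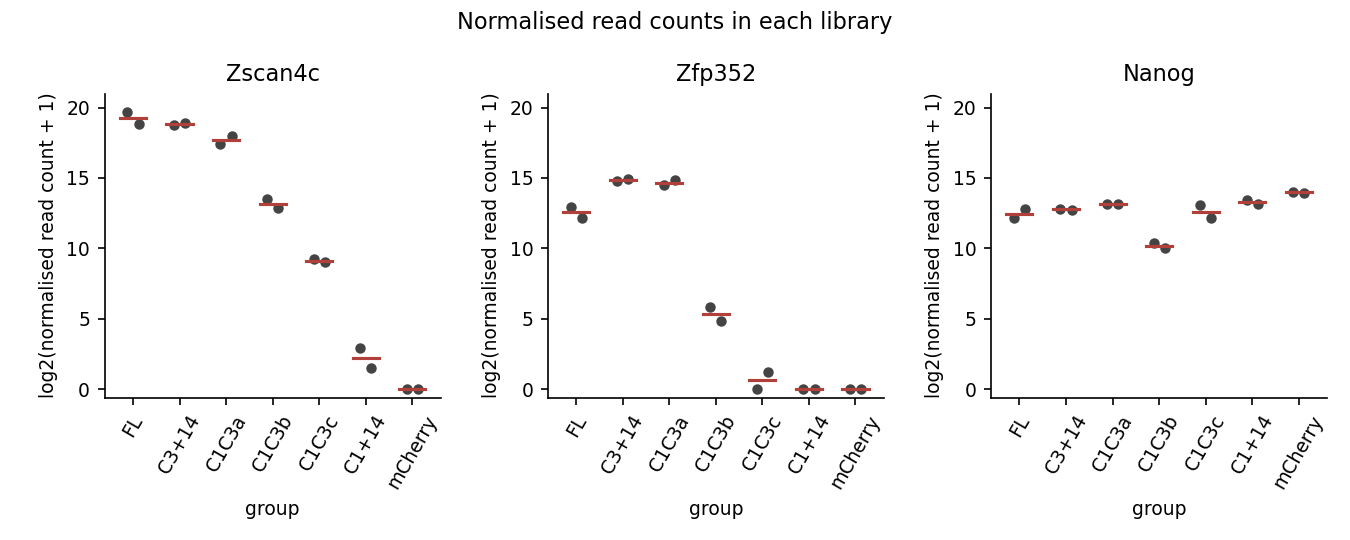
Normalised read count of Zscan4c, Zfp352 and Nanog in each library of the chimera table, as log2(value + 1); points are libraries and lines the group means (n = 2). Zscan4c and Zfp352 are at 0 in mCherry, and Nanog is lowest in C1C3b.

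Against C1+14, of the same type, limma called 8799 genes in C1C3a, 6242 in C1C3b and 1690 in C1C3c. A fit of only C1C3c and C1+14 called 461 genes. Between C3+14 and C1+14, which are of different types, 9627 genes were called, 5600 of them higher in C3+14. The gene with the largest increase in C3+14 was Gm21761, at least 122781-fold higher, and 76.2% of its 50-mers are shared. Against C3+14, limma called 3215 genes in C1C3a, 6509 in C1C3b and 8009 in C1C3c. Without shared genes 1579 and 4339 of the tested genes were called in C1C3a and C1C3b. Quantile normalization changed the percent higher from 45.2% to 56.3% in C1C3b and from 41.3% to 59.4% in C1C3c. Zfp352 had 2 reads at most in the C1C3c libraries, at least 13735-fold lower than in C3+14.

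**Figure D3:**
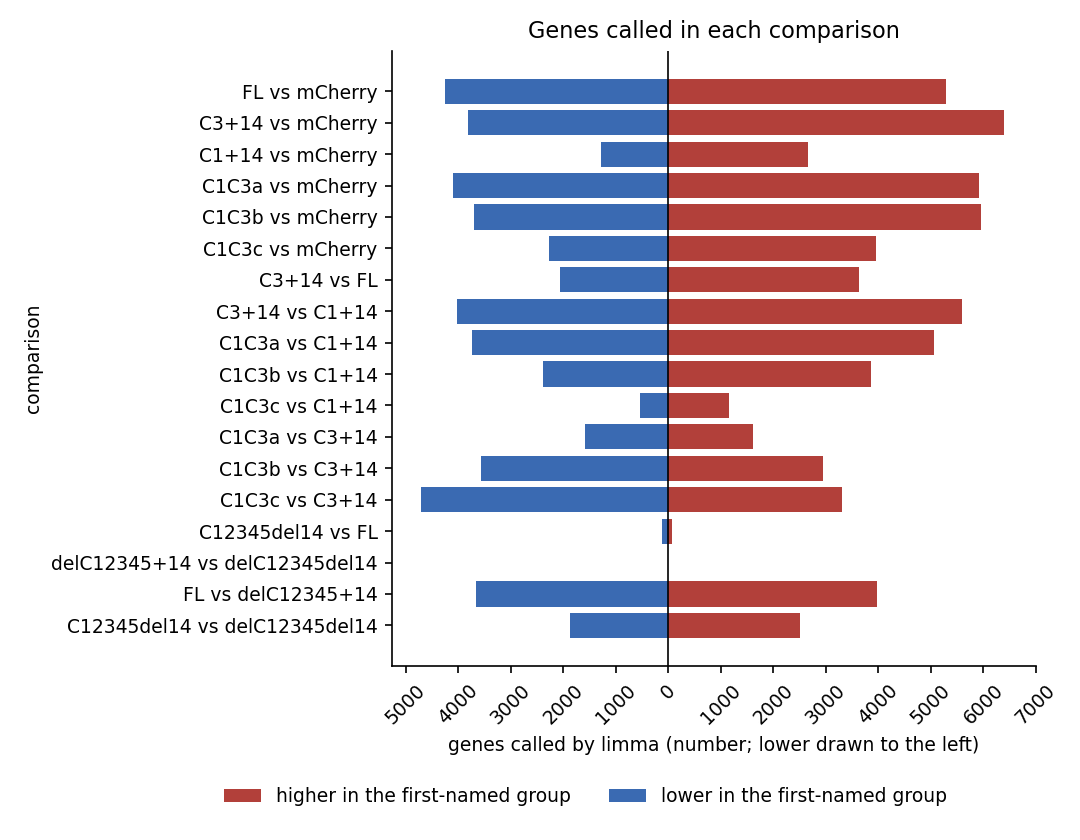
Number of genes called by limma in each comparison, higher in the first-named group to the right and lower to the left. FL differed from mCherry at 9531 genes, C12345del14 from FL at 190 and delC12345+14 from delC12345del14 at 0.

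C3+14 was set against FL to ask how far this construct matches the full-length protein. limma called 5686 genes, 3627 higher and 2059 lower in C3+14. Without shared genes 3783 were called, and the percent higher rose from 63.8% to 76.9%. Zfp352 was higher in C3+14 by 2.29 on the log2 scale (SE 0.40, limma adjusted p 6.32e-04) and Usp17lc by 1.27 (SE 0.28, 0.00303). For Zscan4c the log2 difference of -0.45 (SE 0.38, adjusted p 0.368) was not past the threshold, and it was 0.50 after quantile normalization. Cyp2g1, Has2os and Gm43333 had 0 reads in both FL libraries and were at least 96.8-, 92.7- and 88.8-fold higher. The largest decreases were those of Obox4-ps22, Obox4-ps21 and Obox4-ps20, pseudogenes on chromosome 7 with 100% of 50-mers shared. Each had 1 read in each C3+14 library, and Obox4-ps22 had 12288 and 15954 in FL, at least 3753-fold more. The array on chromosome 10 held 0.102% and 0.116% of the counted reads of C3+14, where reads may likewise be repeated. Since FL is type A and C3+14 type B, falls at shared genes in C3+14 cannot be told apart from reads left out in counting. Such a loss would not add reads to genes, but whether it raises genes through the scaling was not tested. The percent higher was 57.7% with scaling to the 75th percentile and 54.0% after quantile normalization. Of the genes called higher in C3+14, 18.7% have shared sequence.

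The level of the DUX-induced set was taken over the 5290 genes called higher in FL, a type A group, than in mCherry, which is type B. The median log2 difference from mCherry was 3.05 ± 0.18 in FL, 3.19 ± 0.000937 in C1C3a, 2.61 ± 0.02 in C3+14, 1.87 ± 0.02 in C1C3b, 1.01 ± 0.07 in C1C3c and 0.67 ± 0.03 in C1+14 (SD, n = 2). FL is favoured in this ranking because the set was chosen on its libraries. C1C3a lay within the spread of FL, and the gaps between the other constructs exceeded the SD of their replicates, which are of one type and so leave out differences between types. In 2333 of the 5290 genes mCherry was at the floor. With such genes at their bound the medians were 2.67, 2.88, 2.49, 1.93, 1.25 and 0.90 in the same order. These leave out genes at the floor in both groups, 54, 148, 399, 743, 1087 and 1326 in that order, which favours the weaker constructs. Expressed as percent of the FL level, C3+14 reached 86.7% ± 0.161, C1C3a 103% ± 0.761, C1C3b 48.5% ± 2.52, C1C3c 31.0% ± 0.540 and C1+14 26.9% ± 0.0451, with mCherry itself at 6.45% ± 0.577 and FL at 100% ± 12.0 (SD, n = 2). Over the 2684 genes of the set without shared sequence, C3+14 was at 120% ± 1.05, above FL, and the others at 100%, 46.9%, 29.6% and 21.9%. mCherry was at 8.29% there. The order of C3+14 and FL thus depended on shared genes. Within one construct of the deletion table the level over all 5290 genes was higher in the type A library, 20.8% against 10.5% in delC12345+14 and 19.6% against 8.59% in delC12345del14. The excess of type A constructs over mCherry, such as that of C1+14, was not corrected for this.

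**Figure D4:**
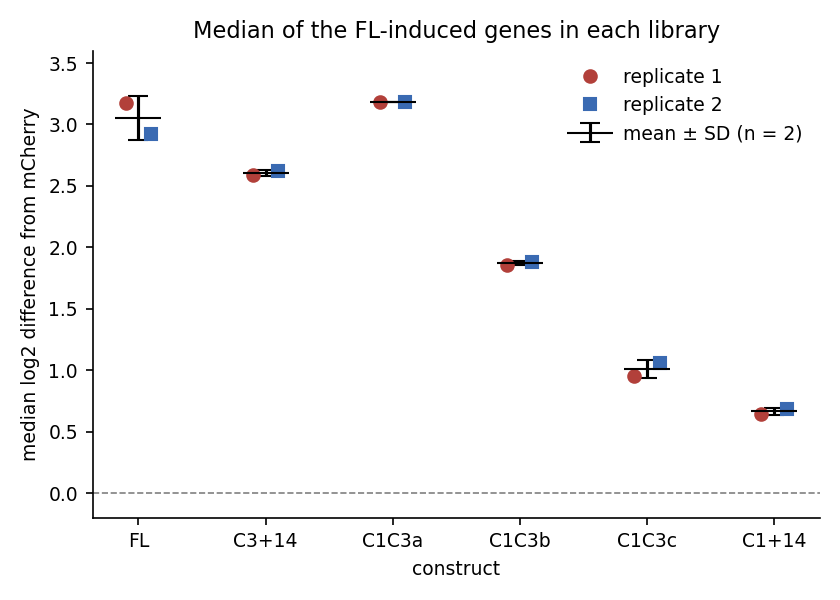
Median log2 difference from the mean of the mCherry libraries over the 5290 genes called higher in FL, for each replicate, with the mean and SD of 2 replicates per construct. Medians run from 3.19 in C1C3a to 0.67 in C1+14.

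Of the 5290 genes called higher in FL, 4565 (86.3%) were also called higher in C1C3a, 4082 (77.2%) in C3+14, 3200 (60.5%) in C1C3b, 2252 (42.6%) in C1C3c and 1725 (32.6%) in C1+14. Over the 2684 without shared sequence the order of C3+14 and C1C3a reversed, with 2243 (83.6%) in C3+14, 2178 (81.1%) in C1C3a, 1458 (54.3%) in C1C3b, 1005 (37.4%) in C1C3c and 720 (26.8%) in C1+14. These comparisons share the mCherry libraries. Unchanged groups simulated 20 times against the same libraries had 0 genes called in common with FL, and with redrawn controls at most 1. The former were drawn from the mean of those same mCherry libraries, so few calls were possible. Neither simulation included the difference between types, so they cannot show that the overlaps are free of it.

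The median of the 2-cell list was above 0 in every construct of the chimera table. Its median log2 fold change was 13.56 in FL, 14.21 in C3+14, 14.07 in C1C3a, 9.16 in C1C3b, 4.04 in C1C3c and 0.40 in C1+14. Members called numbered 40, 41, 41, 38, 30 and 11 of 41 over all genes tested, and 40, 41, 41, 38, 31 and 11 when adjusted over the list alone. In mCherry 38 of the 41 were at the floor. With those at their bound, and without members at the floor in both groups, the medians were 12.97, 13.17, 13.13, 8.04, 3.75 and 0.72. For C1+14 that median leaves 23 members out, and with a pseudocount of 8 its members called fell from 11 to 3, so its rise rests on few reads. In camera the list's Benjamini-Hochberg adjusted p was 7.48e-31 in FL and 1.60e-04 in C1+14. Of the 41 genes, 34 have shared sequence.

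The pluripotency list was lower in every construct of the chimera table, with median log2 fold changes of -1.93 in FL, -1.24 in C3+14, -0.87 in C1C3a, -2.20 in C1C3b, -1.02 in C1C3c and -0.92 in C1+14. Members called lower numbered 14, 12, 9, 14, 11 and 7 of 20, and those called higher 0, 1, 2, 0, 1 and 0. Adjusted over the list alone, 15, 13, 11, 14, 12 and 7 were called in either direction. The camera adjusted p was 3.68e-05 in FL and 0.00682 in C1C3a. All 12 list results held in fry. With an estimated correlation the 6 pluripotency results and the 2-cell result in C1+14 were no longer past 0.05. Whether a list differed between constructs was not tested.

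In the deletion table, C12345del14 was compared with FL to ask what the part labelled 14 contributes. Of 19833 genes tested, limma called 190, of which 67 were higher and 123 lower in C12345del14, and 4935 had an unadjusted p under 0.05. Both groups are type A. The number depended on the fit, from 30 with a pseudocount of 0.1 to 1293 with DESeq2. So did the direction: the percent higher was 35.3%, but 63.8% of 282 calls without shared genes and 76.7% with a pseudocount of 0.1. In the fits with the most calls most were lower, as in the main fit. Those higher were 41.5% of 1293 in DESeq2, 25.9% of 1172 with a pseudocount of 8 and 22.5% of 1069 with only these groups fitted. The induced 2-cell genes were lower in C12345del14 without passing the threshold. Zscan4c differed by -1.48 on the log2 scale (SE 0.61, adjusted p 0.183) and Zfp352 by -1.51 (SE 0.37, 0.0778) in limma. Zfp352 had 2580 and 2824 reads in C12345del14 against 5283 and 3893 in FL. Tcstv1, Tcstv3 and Usp17lc differed by -2.58, -2.19 and -1.16, with limma adjusted p between 0.0692 and 0.0823. Sox2 was higher by 2.11 (SE 0.44, limma adjusted p 0.0637). Junb (ENSMUSG00000052837) had the largest increase among called genes, 3.48 (SE 0.31, limma adjusted p 0.0294), from 13.04 ± 0.506 to 156 ± 22.3 normalised reads (SD, n = 2), and Ltbp3 was also among the largest, at 2.61. The largest decreases were those of the pseudogenes Gm7961, Obox3-ps5 and Obox3-ps1, whose 50-mers are 64.8%, 94.3% and 45.3% shared. Over the DUX-induced set C12345del14 reached 61.4% ± 12.2 of FL, which was itself at 100% ± 10.8 in this table (SD, n = 2).

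Without C1 to C5 the presence of 14 made no difference that the test could call. Between delC12345+14 and delC12345del14 limma called 0 of 19833 genes, with 543 at an unadjusted p under 0.05. Each group has 1 library of each type, which widens the spread. The set levels were 15.7% ± 7.28 and 14.1% ± 7.76 of FL, and 12.6% ± 0.271 and 10.6% ± 1.40 over its genes without shared sequence (SD, n = 2). FL differed from delC12345+14 at 7616 genes, 3966 higher and 3650 lower, and C12345del14 from delC12345del14 at 4365, 2500 higher and 1865 lower. Quantile normalization changed the percent higher from 52.1% to 36.4% and from 57.3% to 39.2%. Gm21293 rose most in both and was at least 651559-fold higher in FL and at least 202549.8-fold higher in C12345del14. In limma, the test of whether the effect of 14 differs with and without C1 to C5 called 0 genes. In that test 2748 genes had an unadjusted p under 0.05. DESeq2 called 146 genes.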

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

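The removal of genes with shared sequence, the removal of genes that differ between the 2 kinds of library, the term for the kind of library and the removal of GC trends were tests chosen only after results were seen. Most counts of called genes stayed within 1.5 times of the reported count under the alternatives. The exceptions follow, and for each the cause was not tested unless a reason is given.

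Fewer genes are tested without shared sequence, which by itself lowers counts. C1+14 against mCherry then had 2545 calls, C3+14 against FL 3783, C1C3a against C3+14 1579 and C1C3b against C3+14 4339. C1C3a against C3+14 had 2101 calls at a minimum value of 50, where fewer genes are tested too. C1C3c against C1+14 had 461 calls when only these groups were fitted and 1017 after GC trends were removed.

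C12345del14 against FL, with 190 calls, was the least stable count. It was 30 with a pseudocount of 0.1, 1172 with a pseudocount of 8, 30 without a filter, 3.1e+02 at a minimum value of 50, 434 after quantile normalization, 1069 with only these groups fitted, 467 in edgeR and 1293 in DESeq2. It was 532 without genes that differ between the kinds of library. For delC12345+14 against delC12345del14, where limma called 0 and 543 genes had an unadjusted p under 0.05, there were 3 calls with a pseudocount of 0.1 and 4 in DESeq2. The difference of the effects of 14, with 0 calls and 2748 at an unadjusted p under 0.05, had 146 calls in DESeq2.

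With the replicate number as a block, C12345del14 against FL had 45 calls, and no other count moved by over 1.5 times and no list result changed its call. Deviations of same-numbered replicates correlated between -0.10 and 0.05 across genes over 21 pairs of groups in the chimera table, and between -0.57 and 0.14 over 6 pairs in the deletion table, and gave no general pairing by number. The highest, 0.135, was that of FL with C12345del14, the comparison whose count the block changed, so a pairing there stays open. With the numbers of delC12345+14 and delC12345del14 crossed, which is the term for the kind of library, C12345del14 against FL had 525 calls, FL against delC12345+14 7264, C12345del14 against delC12345del14 4040, and the other comparisons among its groups 0 and 0.

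Leaving out 1 library at a time left a count of called genes that kept a 2-fold difference in the same direction, without a test. These counts were from 8832 to 9393 for FL against mCherry, from 9924 to 10037 for C3+14, from 3552 to 3850 for C1+14, from 9592 to 9879 for C1C3a, from 9307 to 9488 for C1C3b and from 5525 to 6116 for C1C3c. They were from 5167 to 5550 for C3+14 against FL and from 9130 to 9348 against C1+14. Against C1+14 they were from 8245 to 8488 for C1C3a, from 5708 to 6021 for C1C3b and from 1336 to 1651 for C1C3c, and against C3+14 from 3021 to 3164, from 6168 to 6298 and from 7448 to 7738. In the deletion table they were from 178 to 189 for C12345del14 against FL, from 6851 to 7445 for FL against delC12345+14 and from 3869 to 4335 for C12345del14 against delC12345del14.

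Medians over the DUX-induced set moved beyond the SD of their replicates under many alternatives, most of which also redefine the set. In the order FL, C3+14, C1+14, C1C3a, C1C3b and C1C3c they were 4.08, 3.39, 0.85, 4.12, 2.60 and 1.42 with a pseudocount of 0.1, and 2.01, 1.64, 0.32, 2.15, 1.05 and 0.51 with a pseudocount of 8. After quantile normalization they were 2.86, 2.04, 0.50, 2.84, 1.27 and 0.71. For genes at least 8-fold higher in FL, a log2 of 3, they were 4.59, 4.28, 0.77, 4.88, 2.72 and 1.54. With a set defined on replicate 1 of FL and mCherry and scored against replicate 2 of mCherry they were 3.40, 3.22, 0.74, 3.67, 2.20 and 1.21. Means over the 5290 genes against both mCherry libraries were 3.80, 3.37, 1.00, 3.90, 2.24 and 1.36. Without shared genes the medians were 2.71, 3.20, 0.43, 2.87, 1.51 and 0.78, the alternative in which C3+14 lay above FL. In the order C3+14, C1+14, C1C3a, C1C3b and C1C3c they were 2.22, 0.50, 2.89, 1.59 and 0.81 without a filter, and 2.41, 0.56, 3.11, 1.66 and 0.89 after GC trends were removed. Scaling to the 75th percentile gave 2.47 for C3+14, 0.70 for C1+14, 3.03 for C1C3a and 1.84 for C1C3b. A minimum value of 50 gave 0.61 for C1+14 and 3.42 for C1C3a. Leaving out 1 library gave medians from 2.93 to 3.18 for FL, from 2.55 to 2.64 for C3+14, from 0.62 to 0.69 for C1+14, from 3.13 to 3.26 for C1C3a, from 1.81 to 1.90 for C1C3b and from 0.96 to 1.06 for C1C3c.

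Camera with an estimated correlation kept the 2-cell result in FL, C3+14, C1C3a, C1C3b and C1C3c. It lost that in C1+14 (median 0.40, adjusted p 0.210) and those of the pluripotency list in FL (-1.93, 0.163), C3+14 (-1.24, 0.163), C1+14 (-0.92, 0.163), C1C3a (-0.87, 0.269), C1C3b (-2.20, 0.113) and C1C3c (-1.02, 0.163), since it allows for members that move together.

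Quantile normalization took the median of all genes in FL against mCherry from 0.09 to -0.27, and changed the percent of calls that were higher. Beyond those in the report, it went from 58.2% to 40.9% for C3+14 against C1+14, from 57.5% to 39.1% for C1C3a and from 61.9% to 47.3% for C1C3b against C1+14, and from 35.3% to 47.2% for C12345del14 against FL. The latter was 63.8% without shared genes, with 282 calls, 76.7% with a pseudocount of 0.1, 25.9% with a pseudocount of 8 and 22.5% with only these groups fitted. It reversed Pou5f1 in FL against mCherry (-0.43) and Zscan4c in C3+14 against FL (0.50). Among the named genes 29 other results became stronger and 20 weaker relative to the thresholds. The other table could not serve as an alternative, because no comparison has both groups in both tables. A term for the kind of library could not be fitted in the chimera table.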

Other observations

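Of the tests below, those on the share of shared genes among type A genes, fully shared genes, the array, C1+14 calls by sharing, a batch or GC content as the whole cause, GC content as part of the cause outside the induced set, the GC content of called genes, the type of C1C3a and C1C3b, type as the whole cause of the departure of C3+14, type in the median over unshared set genes, and the term for type were chosen only after the result was seen. Sharing, number of copies, GC content, gene length and transcript length were all looked at, so some relation among them is likely by chance, and the share of 77.9% given next is open to that too.

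The libraries fell into types A and B by their reads in high-copy genes. DNA in type A libraries is argued against, since at equal depth they detected 0.975 times as many genes without shared sequence as type B libraries in delC12345+14. The high-copy genes define the types and were left out of the next test. Among the other 438 genes at least 4-fold higher in type A within both constructs lacking C1 to C5, 77.9% had shared sequence, against 22.5% of such genes tested, and 45% among the 40 higher in type B. Reads that match several genes may have been counted in one set of libraries and left out of the other. Counting is not the whole difference, because deviations in the 2 constructs also correlated across genes without shared sequence (r -0.33, genes not being independent replicates). A batch of libraries that moves such genes too may add to it. The labels name no batch, and no biological explanation was tested.

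Fully shared genes of the induced set outside the chromosome 10 array, 531 genes, had a median log2 difference of C3+14 from FL of -0.62, against 0.30 for genes without shared sequence, and 0.16 in C1C3a, of the same type as FL. Different counting may lower these genes in C3+14. The evidence is limited. A fall of at least 1 was looked for first and was not met, and the criterion was then changed to any fall that unshared genes lack. The fall also did not grow with sharing, being -1.15 at 10% to 50% and -0.75 at 50% to 90% of 50-mers shared. It did grow with copies, from -0.02 at 1 copy to -3.35 at 20 to 50 copies. A real difference between the proteins stays open.

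The array itself had a median log2 difference of C3+14 from FL of -9.72. The 156 other set genes with matching sharing and 5 to 9 copies had a median of -0.94, and 0 of them were as low as the array. Genes of that kind thus fell far less, and the array was also at -9.03 in C1C3b, which is type A, and at -0.43 in C1C3a. Counting and construct cannot be told apart for the array in C3+14, because type and construct coincide there.

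C1+14 differed from mCherry at 3953 genes although it hardly raised the 2-cell genes. Shared reads as the whole cause are argued against, since 65.8% of the calls, 2600 genes, had no shared sequence. As a part they stay open, because 34.2% of calls, and 40.4% of those higher, had it, while 16674 of the 21584 genes tested do not. GC content as the whole cause is argued against too, since 3523 calls stayed after GC trends were removed. Of 2345 calls without shared sequence tested in both tables, 149 differed at least 2-fold the same way between types. That argues against a batch as the whole cause. A batch may form a small part: the correlation across unshared genes with the type difference was 0.118, barely above the 0.1 set as the limit, and Spearman's was 0.024. An effect of C1+14 itself stays open as a hypothesis.

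C1C3b lowered the pluripotency list more than C1C3a, by -1.33, with 15 of 20 genes lower in both libraries and 3 higher. GC content is argued against, as the difference was -1.48 after GC trends were removed. Quantile normalization narrowed it, with medians of -2.34 in C1C3b and -1.60 in C1C3a. Type is as well, since high-copy genes took 2.00% of reads in C1C3b and 1.92% in C1C3a. A difference between the constructs is a candidate explanation, found and examined on the same libraries.

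Outside the induced set, C3+14 and C1C3b together had 4314 calls of higher genes without shared sequence. The median GC content of the called genes minus that of the other genes was -4.21 percentage points in C3+14, -4.08 in C1C3b and -1.30 in C1C3a. Over 8130 unshared genes outside the set, the difference from mCherry fell with GC content. Spearman's correlation was at most -0.279 in those 4 libraries and at lowest -0.054 in FL and C1C3a. GC bias may be part of the cause, but C1C3c showed the fall with GC content too (-0.297 and -0.377). Gene length also correlated in C1C3c (0.337 and 0.341), C1C3b (0.248 and 0.267) and C1+14 (0.387 and 0.221). In C3+14 gene length correlated less (0.0699 and 0.112). A correlation with GC content alone neither establishes a bias nor gives its size. In the 2 mCherry libraries against their own mean it was -0.347 and 0.347, mirror values by construction. In C1+14 it was -0.126 and 0.194. The sizes differ, with a median of -0.88 in the tenth of highest GC content in C3+14 replicate 2, against -0.03 in mCherry replicate 1. Real effects tied to GC content stay open. GC bias is not the whole cause, since 2981 of those calls stayed after its removal. That removal may also take out real effects tied to GC content.

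FL replicate 1 exceeded replicate 2 over the induced set by 0.25. After GC trends were removed 0.22 stayed, which argues against GC content. A stronger response in replicate 1 may be a part: its difference correlated with the C1C3a response at 0.119 across unshared genes, weak and close to the limit of 0.1, against 0.357 for the C12345del14 replicates.

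Over the 2684 set genes without shared sequence, C3+14 departed from FL in both directions. Type as the whole cause is argued against, because departures of C1C3a, of the type of FL, correlated with these at 0.465 using different FL libraries for each, and at 0.389 with these exchanged. In 20 simulations of unchanged libraries this was at most 0.0729. Both lay at least 2-fold above FL at 477 genes, both below at 149, and on opposite sides at 62. A property of FL against both derivatives may underlie this as a hypothesis, with the correlation of 0.465 as its only test. The median of C3+14 also lay above FL, by 0.30, which C1C3a did not share (120% of FL against 100%). Type and construct cannot be told apart for that median. Type B was not above type A within the constructs lacking C1 to C5 (-0.0159 and -0.104), but only 1230 of the genes could be measured there, and over these C3+14 exceeded FL by only 0.06.

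Few genes were called between C12345del14 and FL. The spread they share with constructs whose libraries mix both types may explain it in part, since a term for type raised 190 calls to 525.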
